A study of Arabidopsis thaliana with 6 samples.

How the data were processed

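RNA-seq libraries from 6 samples of whole Arabidopsis thaliana seedlings were analysed, 3 of the wild type accession Col (WT) and 3 of a prmt5 mutant in the same background. Per the labels' protocols, plants were kept on medium with 0.8% agarose for 4 days at 4 °C in the dark and then grown for 9 days at 22 °C in constant white light. Polyadenylated RNA from 3 μg of total RNA was fragmented and converted to cDNA with random hexamers, and libraries were amplified with 12 PCR cycles. The aligner, the counting program, the read length, the strandedness and the genome build are not given in the sources used here. Groups and replicate numbers were taken from the sample titles. Plants moved to 10 °C, which the series text also mentions, were not analysed here.

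The deposited tables hold raw read counts, whole numbers per feature and library that were not normalized, for 33602 genes, 158089 exon bins, 128782 intron rows and 186694 splice junctions. The columns were matched to samples by their names. An intron count exceeded the count of its own gene in at least 1 library in 258 genes, and an exon bin count did so in 0 genes. The gene counts therefore leave out intron reads. The intron rows comprise 120720 introns, 2515 bins marked as exon bins that are retained introns, and 5547 rows of original introns. Each of those 5547 rows overlaps another bin of its gene, so they were left out. Total gene counts ran from 38564256 in WT replicate 2 to 75461631 in WT replicate 3. Reads carry no molecular identifiers, so the intervals and floors given here cover counting error only. The chi-square statistic per degree of freedom between libraries of one group was 12.7 to 31.9, so no pair of libraries agreed within sampling noise.

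Coordinates are those of the deposited tables. They were checked against the TAIR10.1 reference sequence: 98.5% of 110931 annotated nuclear junctions were flanked by GT and AG there, against 0.0% after a shift of 1 base. Gene symbols came from the RefSeq gene table of that assembly, which matched 32835 of the genes. That table lists PRMT5 as SKB1, PRMT1B as PRMT11 and gives no symbol for AT3G07590 (SMD1A) or AT3G54500 (LNK2). Intron numbers and the terms coding region and UTR come from the RefSeq annotation, where exon boundaries matched. The files mark 4118 genes as overlapping another gene. Because the counting is not stated to use strand, values of such genes are uncertain. For each named gene, the share of its 50-base stretches found elsewhere in the nuclear genome was counted.

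Gene counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the default expression filter, robust quasi-likelihood fits and the quasi-likelihood F test with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method, and adjusted p under 0.05 in a two-sided test was the threshold. CPM values use the TMM library sizes. Intron usage was tested in the same way, on introns with a mean of at least 5 counts in genes with a mean of at least 50 counts. The log of the count of the gene in the same library, after adding 0.5, replaced the library size. The coefficient is then the log2 change of the intron-to-gene ratio. Exon bins were tested likewise, in genes with at least 2 bins that had a mean of at least 5 counts. Junctions with a mean of at least 5 counts were grouped into clusters that share a donor or an acceptor position and tested with diffSpliceDGE of edgeR within clusters of at least 2. Standard errors (SE) are the absolute log2 change divided by the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 served as alternatives.

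The intronic share is the intron count as a percent of intron plus exon bin counts. It and the share of junction counts on junctions that the table does not mark as annotated were compared with two-sided exact permutation tests, whose smallest possible p with 3 against 3 libraries is 0.1. The 5' splice site score sums log2 odds over the last 3 exon and the first 6 intron bases. Its weights come from the 50683 tested introns (95.1%) whose ends match an annotated junction with known strand, with 1 added to each base count, against the base frequencies of the 5 nuclear chromosomes. Scores and log10 lengths were compared with two-sided permutation tests of 100000 resamples, whose smallest p is 1e-05. These describe introns, which are not independent replicates. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

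The tests were tested on simulated counts drawn from the real means and library sizes. Of 197 genes changed by 1 on the log2 scale among 22509, 81.2% were recovered, and 6.98% of the calls were false. For 200 features changed by 1.5 on the log2 scale, recovery was 55.5% among 53291 introns with 4.31% false calls, and 90% among 127078 exon bins with 7.69% false calls. Among 8106 junctions, 200 were changed, each the least used of its cluster. Their median mean counts were 9.67 at a log2 change of 1.5 and 9.5 at a log2 change of 3. The within-cluster test recovered 2% and 69.5% of them, with 0 false calls. Calls on other junctions of a changed cluster were not counted as false. Smaller shifts of such low-count junctions are thus mostly missed, and shifts of more used junctions were not simulated. On the same simulated junctions, the test with the cluster total as offset recovered 9.5% and 65% at these changes. Its false calls, counted in the same way, were 3.45% and 2.25%.

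Tests, alternatives and the genes to name were fixed before the data were examined. Named are PRMT5, FLC, FLK and the members of 3 fixed gene lists past the threshold. Also named are the 5 genes with the smallest adjusted p in each direction among those with at least a 2-fold change and no overlap between the libraries of the groups, ties going to the larger log2 change. By the same rule on ratios, the 5 raised and 3 lowered introns and the 3 exon bins and 3 junctions in each direction are named, features of PRMT5 excepted, together with the PRR9, FLC and FLK introns of smallest p. Alternatives covered normalization, test, count filters, a fold minimum, offsets, junction clusters, overlapping genes, the replicate number as a block and leaving out each library in turn. A few more alternatives were added after seeing the data. One of them blocks libraries by the order of the library numbers in the sample descriptions, 1, 3 and 4 for WT replicates 1, 2 and 3 and 9, 11 and 12 for prmt5 replicates 3, 1 and 2. Deviations from the group means correlated at 0.121, 0.182 and 0.175 in these pairs. The labels do not say what the library numbers stand for.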

Results

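The transcriptomes of wild type Arabidopsis (Col, WT) and of a prmt5 mutant were compared by RNA-seq of whole seedlings at 9 days, with 3 libraries per genotype. PRMT5 is a protein arginine methyltransferase whose known targets include core proteins of the spliceosome, and the comparison asks how its mutation changes gene expression and splicing at 22 °C. The WT libraries held 69699931, 38564256 and 75461631 gene counts, and the prmt5 libraries 51446743, 41465842 and 67300273. Junction counts ran from 12590920 in WT replicate 2 to 25006774 in WT replicate 3. Between 24367 and 24978 genes had at least 1 count in a library. The first principal component of log2 CPM held 62% of the variance and separated the genotypes, with WT at -38.0, -37.2 and -37.5 and prmt5 at 42.2, 36.7 and 33.8. The second component held 14.3%, with WT replicates 1, 2 and 3 at 16.9, -30.3 and 11.6 and prmt5 replicates 1, 2 and 3 at -18.6, 15.9 and 4.44. The 2 negative libraries, WT replicate 2 and prmt5 replicate 1, stand second by library number in their genotypes.

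PRMT5 itself (AT4G31120, chromosome 4, 15132011 to 15136639, minus strand) was examined first as a check of the labels. Its level did not differ between genotypes, at 30.0 ± 1.21 CPM in WT and 32.2 ± 2.98 CPM in prmt5 (SD, n = 3 each). The WT libraries had 30.2, 28.7 and 31.1 CPM and the prmt5 libraries 34.7, 28.9 and 33.1 CPM, a log2 change of 0.11 (SE 0.07, edgeR adjusted p 0.30). The gene overlaps AT4G31115. None of its exon bins passed the threshold (edgeR; 1 of them, at 15132725 to 15132830, had an unadjusted p under 0.05). Its junctions did distinguish the genotypes, at a position singled out after the values were seen. The annotated junction from 15132629 to 15132725, which removes intron 20 in the coding region, had 104, 83 and 116 counts in WT and 5, 3 and 17 in prmt5. An unannotated junction with the same acceptor and its donor at 15132732 had 11, 10 and 27 counts in prmt5. It took 69.0% ± 7.78 of the cluster there (SD, n = 3; edgeR adjusted p 1.6e-09). In WT it had 0 of 303 cluster counts, which allows a share of up to 0.99%. Counts within the intron (15132630 to 15132724) rose from 0.36% ± 0.14 to 4.66% ± 0.31 of the gene count (log2 change 3.70, SE 0.30, adjusted p 5.4e-13). All 3 libraries labelled prmt5 shared this pattern and none of the WT libraries did. A second tested intron of the gene, at 15133858 to 15133965, rose from 0.19% ± 0.15 to 0.67% ± 0.16 of the gene count on 1, 2 and 8 counts in WT (log2 change 1.69, SE 0.55, adjusted p 0.021). This intron was also named after its values were seen, and its call was not stable. Its adjusted p was 0.10 in DESeq2, 0.090 without the gene offset, 0.10 with the median change removed, 0.16 without WT replicate 1, and 0.054 and 0.11 without prmt5 replicates 2 and 3, in a range of 0.0081 to 0.16.

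**Figure D1:**
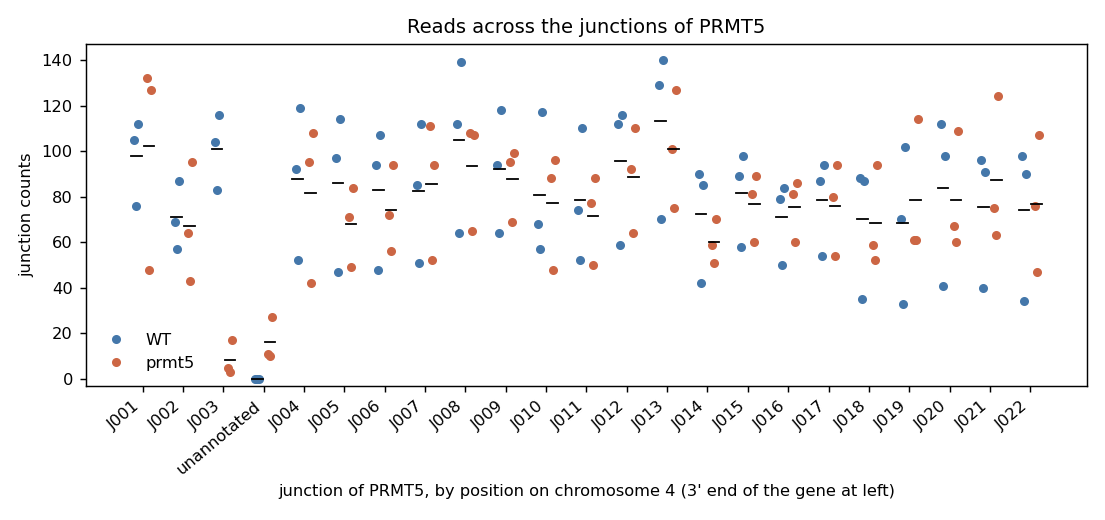
Counts of each annotated junction of PRMT5 and of the unannotated junction that shares an end with J003, by position, not scaled for depth; points are libraries (n = 3 per genotype) and lines are means. J003 falls to 5, 3 and 17 counts in prmt5, where the unannotated junction has 11, 10 and 27.

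Of 22509 genes tested for expression, 7488 (33.3%) passed adjusted p under 0.05 in edgeR, 4021 higher and 3467 lower in prmt5. Requiring at least a 2-fold change moved this count most, to 878 genes, 589 higher and 289 lower. Which direction held more genes depended on the scaling, since upper quartile scaling gave 3707 higher and 3802 lower genes. The higher genes with the smallest adjusted p were NAC044, KEA6, AT2G25760, TGA9 and AT4G05380, the last tied with 5 others of smaller log2 change. NAC044 (AT3G01600, chromosome 3, 229171 to 231105) rose from 0.53 ± 0.04 to 11.5 ± 0.84 CPM (SD, n = 3), a log2 change of 4.42 (SE 0.13, adjusted p 2.6e-08). KEA6 (AT5G11800) rose from 20.2 ± 0.36 to 75.8 ± 2.78 CPM, AT2G25760 from 51.8 ± 3.49 to 238.4 ± 7.44 CPM and TGA9 (AT1G08320) from 12.1 ± 1.55 to 89.0 ± 5.37 CPM, with adjusted p of 2.6e-08, 4.0e-08 and 4.3e-08. AT4G05380 (chromosome 4, 2737146 to 2737983) had only 4, 2 and 2 counts in the WT libraries and 361, 235 and 397 in prmt5. The ratio of its prmt5 to its WT counts, relative to the library totals, was 142.3, with a 95% exact counting interval of 72.0 to 330.6.

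The largest evidence for a fall was at AT5G50310 (chromosome 5, 20474487 to 20479455), from 44.4 ± 0.71 to 3.84 ± 0.29 CPM (log2 change -3.52, SE 0.08, adjusted p 1.1e-09). The fall was uneven along the gene, as was noticed after the values were seen. By coordinate, its first 6 exon bins (20474487 to 20475722) kept 35.8% of their WT CPM. The 14 bins after them (20476173 to 20479455) kept 0.851%, with at most 7 counts of a bin in a prmt5 library. Whether the mutant line carries a sequence variant in this gene was not tested and stays open. ASPGA1 (AT5G08100) fell from 30.8 ± 1.00 to 13.1 ± 0.41 CPM and PCC1 (AT3G22231) from 792 ± 138 to 170.2 ± 13.3 CPM, with adjusted p of 3.9e-07 and 9.2e-07. AT1G76020 tied with PCC1 and was left out for its smaller change. AT1G18020 and AT1G17990 were also among the 5 lower genes, at log2 changes of -1.23 each. Of their 50-base stretches 100% occur elsewhere in the genome, so their reads cannot be assigned to one copy and both values are uncertain. For PCC1 that share was 30.0%.

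FLC, a repressor of flowering, and FLK, a regulator of flowering time, were both higher in prmt5. FLC (AT5G10140) rose from 0.64 ± 0.16 to 1.71 ± 0.33 CPM (log2 change 1.40, SE 0.26, adjusted p 0.0022) on only 119 counts over the WT libraries. FLK (AT3G04610) rose from 46.3 ± 1.07 to 97.3 ± 2.08 CPM (log2 change 1.07, SE 0.06, adjusted p 5.4e-07).

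Since prmt5 mutants are known for altered circadian rhythms, 14 clock genes were fixed as a list. Of these 9 passed the threshold over all genes and 11 did when adjusted over the list alone. Higher in prmt5 were PRR9 (log2 change 0.99), PRR3 (0.75), PRR5 (0.62), GI (0.59), TOC1 (0.57) and ELF3 (0.41), and lower were AT3G54500 (LNK2, -1.29), CCA1 (-1.07) and LHY (-0.99). All plants were sampled at 9 days with no series of times. A changed level of these genes therefore cannot be told from a shifted rhythm. CCA1 fell from 129.1 ± 14.8 to 61.8 ± 10.7 CPM (SE of the log2 change 0.13, adjusted p 5.0e-04), and LHY from 193.4 ± 4.89 to 97.7 ± 17.5 CPM (SE 0.12, adjusted p 1.9e-04). AT3G54500 and ELF3 overlap another gene, and 29.2% of the stretches of PRR9 occur elsewhere in the genome. RVE8 and LNK1 were lower by 0.37 and 0.50 on the log2 scale with adjusted p of 0.060 and 0.067, and passed over the list alone (0.030 and 0.031). Over all genes both passed in DESeq2 (0.0098 and 0.0021), limma-voom (0.038 and 0.032) and a fit blocked by library number that was added after seeing the data (0.0065 and 0.032). LNK1 also passed with upper quartile scaling (0.045) and without WT replicate 2 (7.4e-04), and RVE8 without prmt5 replicate 2 (0.011). Over the alternatives RVE8 ranged from 0.0065 to 0.18 and LNK1 from 7.4e-04 to 0.17. The call of GI rested on single libraries, with adjusted p of 0.079 without WT replicate 3, 0.051 without prmt5 replicate 2 and 0.059 without prmt5 replicate 3, within a range of 4.0e-05 to 0.079 over its alternatives.

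Of the 8 other PRMT genes, 6 passed over all genes and 6 adjusted over the list alone. PRMT3 (log2 change 0.59), PRMT1A (0.50), PRMT1B (AT4G29510, 0.45), PRMT6 (0.44) and PRMT10 (0.21) were higher and PRMT7 (-0.46) was lower. PRMT1B overlaps AT4G29520. PRMT10 was at adjusted p 0.045 and left the threshold with RLE size factors (0.054), upper quartile scaling (0.072), DESeq2 (0.082) and replicate number as a block (0.084). It also left it without WT replicate 1 (0.15), 2 (0.072) or 3 (0.065) and without prmt5 replicate 1 (0.13) or 3 (0.15), and its range over the alternatives was 0.026 to 0.15. PRMT1A was at adjusted p 0.025 and at 0.087 without WT replicate 3, 0.074 without prmt5 replicate 1 and 0.075 without prmt5 replicate 2, within a range of 3.9e-04 to 0.087. Among 5 genes of Sm and LSm proteins, which PRMT5 methylates, 2 passed over all genes and 2 adjusted over the list alone, AT3G07590 (SMD1A, log2 change 0.61, adjusted p 0.0014) and SmD3 (AT1G76300, 0.33, adjusted p 0.0075). The former overlaps another gene.

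**Figure D2:**
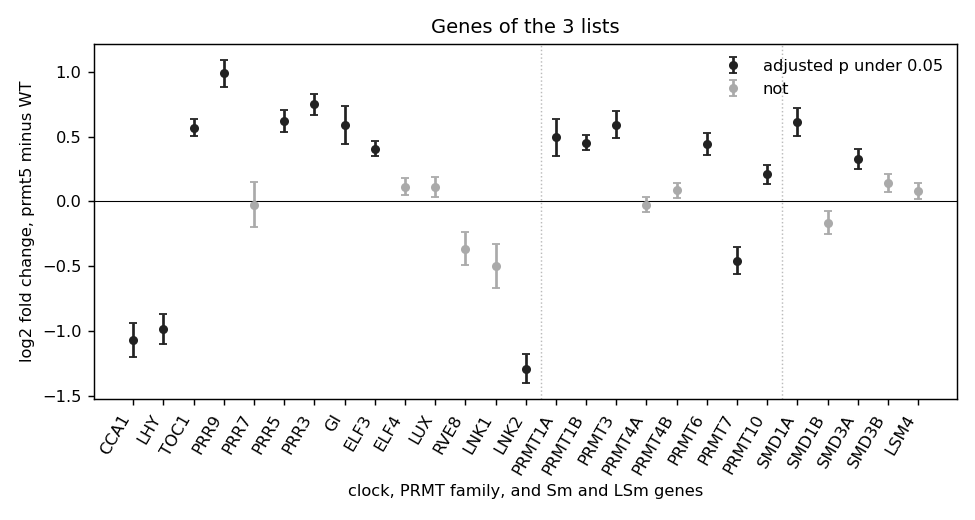
Log2 fold change (prmt5 minus WT, y axis) of the genes of the 3 fixed lists (x axis); points are edgeR estimates from 3 libraries per genotype, bars are 1 SE, and black marks adjusted p under 0.05. The 6 higher and 3 lower clock genes lie on the left.

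Intron usage, the ratio of intron to gene counts, addresses whether splicing changed beyond expression. Of 53291 introns tested in 14367 genes, 11809 (22.2%) passed the edgeR threshold, in 7197 genes. In prmt5 11533 were raised and 276 lowered, so that 97.7% of the changed introns were raised. The median log2 change of all tested introns was 0.37. The split depended on the scaling. Without the gene offset 7285 introns were raised and 3690 lowered, and with the median change removed, a setting added after seeing the data, 6621 were raised and 1883 lowered.

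The 5 raised introns with the smallest p all lay in coding regions. Intron 1 of CCD1 (AT3G63520, chromosome 3, 23453156 to 23453236) rose from 0.67% ± 0.05 to 12.3% ± 0.81 of the gene count (SD, n = 3; log2 change 4.20, SE 0.12, adjusted p 1.1e-27). Intron 2 of RPL34 (AT1G69620, chromosome 1, 26190157 to 26190796) rose from 2.98% ± 0.32 to 35.0% ± 2.19 (log2 change 3.56, SE 0.11, adjusted p 5.6e-27). A retained-intron bin of PHOT2 (AT5G58140, chromosome 5, 23529219 to 23529316), an intron in 6 of 7 annotated transcripts of a gene that overlaps AT5G58150, rose from 0.29% ± 0.02 to 4.54% ± 0.20. Intron 1 of AVA-P2 (AT1G19910, chromosome 1, 6913396 to 6913500) rose from 0.76% ± 0.06 to 12.0% ± 0.43, and intron 11 of AT5G08650 (chromosome 5, 2809557 to 2809639) from 0.37% ± 0.11 to 6.32% ± 0.29. The last 3 exon and first 6 intron bases of these introns were CCCGTGAAA, GGTGTTAGT, CCTGTATAG, CCTGTACCA and CCAGTACTG, with scores of 1.01, 3.01, 1.90, 1.79 and 1.84.

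The lowered introns were in AT5G53850 (chromosome 5, 21863701 to 21864088, coding region), NUDX19 (AT5G20070, intron 2, coding region) and AT3G25840 (chromosome 3, 9452184 to 9452492, 3' UTR). They fell from 4.87% ± 0.46 to 1.03% ± 0.36, from 3.16% ± 0.86 to 0.43% ± 0.11 and from 2.12% ± 0.34 to 0.32% ± 0.09 of the gene count, with adjusted p of 4.4e-13, 1.2e-12 and 2.3e-12. In AT3G25840 the exon bins on both sides of the intron fell as well relative to the gene. Their log2 changes were -3.23 (9452135 to 9452183) and -3.29 (9452493 to 9452558), against -2.77 for the intron. The fall there is thus not specific to the intron and does not show a change of its splicing. Of the stretches of AT3G25840, 16.8% occur elsewhere in the genome. In PRR9, 1 of 2 tested introns changed. It is intron 3, in the coding region (chromosome 2, 19233551 to 19233637), and rose from 1.67% ± 0.51 to 5.25% ± 1.14 (log2 change 1.69, SE 0.33, adjusted p 1.2e-04). In FLK, 1 of 5 tested introns changed, intron 1 in the 5' UTR (chromosome 3, 1254283 to 1254768), from 4.96% ± 0.15 to 17.3% ± 0.83 (log2 change 1.79, SE 0.12, adjusted p 1.1e-15). No FLC intron reached the count filter.

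**Figure D3:**
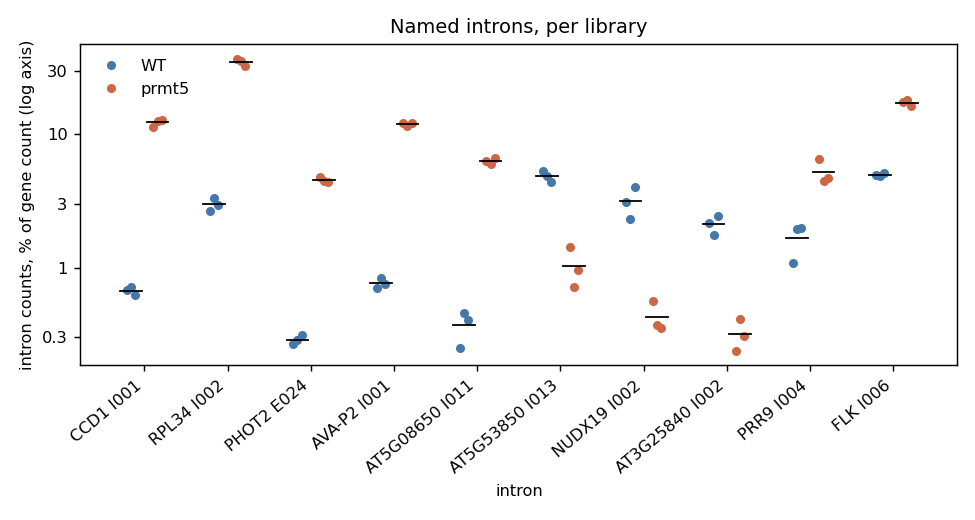
Intron counts as a percent of the gene count, on a log axis, for the named introns (x axis); points are libraries (n = 3 per genotype) and lines are means. The 3 lowered introns stand between the 5 raised ones at left and those of PRR9 and FLK at right, where FLK rises from 4.96% to 17.3%.

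Introns raised in prmt5 had weaker 5' splice sites. The mean score was 5.46 ± 2.15 (SD) over 11256 raised introns and 7.08 ± 2.26 over 39427 other tested introns, a difference of -1.61 (permutation p 1e-05, the smallest the resamples can give). The share of raised introns fell from 42.5% in the lowest quartile of scores to 24.0%, 15.1% and 7.28% in the following quartiles. Raised introns were also longer, with a median of 121 bases against 103. The difference in mean log10 length was 0.061 (permutation p 1e-05, again the smallest possible) and 0.039 against other introns matched on mean count.

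**Figure D4:**
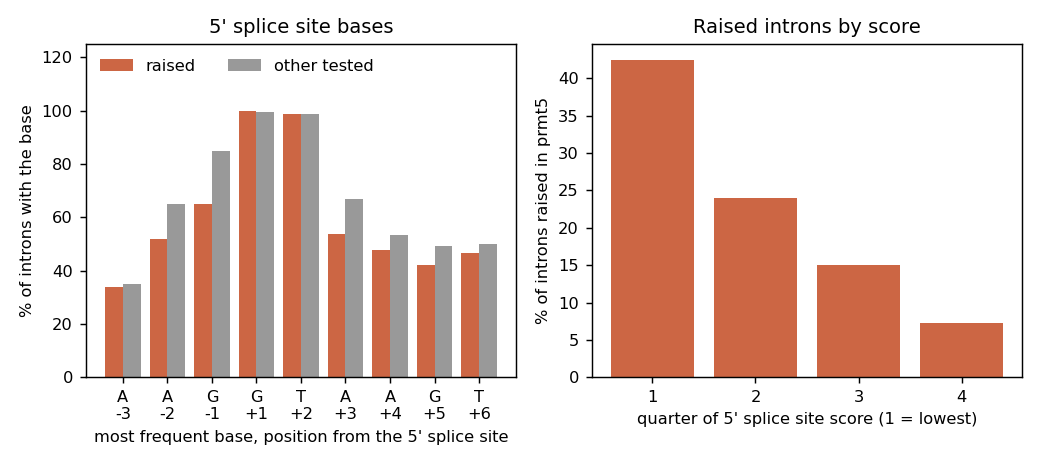
Left, percent of introns with the most frequent base at each position (x axis) for raised and other tested introns; right, percent of introns raised in prmt5 (y axis) by quartile of the 5' splice site score. The share raised runs from 42.5% in the lowest quartile to 7.28% in the highest.

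Over the whole transcriptome, introns held 3.02% ± 0.17 of intron and exon bin counts in WT and 3.91% ± 0.17 in prmt5 (SD, n = 3). The WT libraries had 2.90%, 3.21% and 2.95%, and the prmt5 libraries 4.07%, 3.92% and 3.74%. The difference of 0.886 percentage points exceeded the spread between replicates, with an exact permutation p of 0.1, the smallest that 3 against 3 allows. As a percent of gene counts the difference was 1.25 points. Unannotated junctions took 0.672% ± 0.027 of junction counts in WT and 0.697% ± 0.011 in prmt5, a difference of the size of the spread between replicates (exact permutation p 0.3). Within the 3 pairs by order of library number, a pairing chosen after seeing the data, prmt5 was higher by 0.016, 0.013 and 0.046 points (exact sign-flip p 0.25, the smallest that 3 pairs allow). Among junctions with at least 5 counts the genotypes separated, with 0.585% ± 0.024 in WT and 0.619% ± 0.0090 in prmt5 (exact permutation p 0.1). Counted as a share of the number of junctions detected after thinning to 12590920 counts, the direction was opposite, with 17.9% ± 0.18 in WT and 16.9% ± 0.28 in prmt5 (exact permutation p 0.1).

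**Figure D5:**
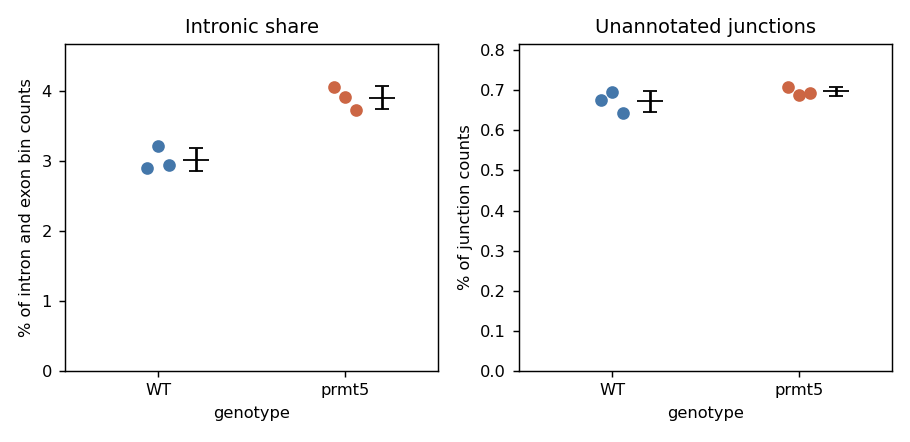
Intron counts as a percent of intron and exon bin counts (left) and counts of unannotated junctions as a percent of junction counts (right), by genotype; points are libraries, and crossbars with whiskers are the mean ± SD (n = 3). The prmt5 libraries lie between 3.74% and 4.07% on the left, above the WT libraries at 2.90% to 3.21%.

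Far fewer exon bins than introns were called changed relative to their gene. An unadjusted p under 0.05 was found for 4585 bins, against 16598 of 53291 introns. For bins this is fewer than a calibrated test of unchanged bins would give, so the test was conservative here. Part of the contrast with introns may come from this, and the recovery of simulated bins may not hold for real ones. Of 127078 bins, 157 passed the edgeR threshold, 97 raised and 60 lowered in prmt5, in 107 genes. AT5G50310 held 18 of them, its 6 first bins raised and 12 later ones lowered, and 139 lay in other genes. The count was 275 with diffSpliceDGE and 37 in the planned fit blocked by replicate number. It was 346 in the fit blocked by library number, chosen after seeing the data, which included all 157. The count fell to 41 without WT replicate 3, without prmt5 replicate 2 or without prmt5 replicate 3. It was 80 without WT replicate 1 and 60 without prmt5 replicate 1, and rose without WT replicate 2. The raised bins with the smallest adjusted p, ties settled by the larger log2 change, were in AT1G52510 (chromosome 1, 19564920 to 19564981, an alternative 5' splice site in the 5' UTR), FP3 (AT5G63530, chromosome 5, 25433341 to 25433386, 5' UTR) and AT3G09100 (chromosome 3, 2789801 to 2790073, coding region). They rose from 0.48% ± 0.12 to 3.45% ± 0.31, from 0.47% ± 0.13 to 4.05% ± 0.59 and from 0.24% ± 0.05 to 2.47% ± 0.14 of the gene count, with adjusted p of 2.0e-04, 3.0e-04 and 3.0e-04. AT1G52510 overlaps another gene. A bin of IQD5 (AT3G22190:E009) tied with the latter 2 at adjusted p 3.0e-04 and was left out for its smaller log2 change of 2.02. The lowered bins were at 9452493 to 9452558 and 9451861 to 9452032 in the 3' UTR of AT3G25840 and at 18014903 to 18014959 in the 5' UTR of VAB2 (AT4G38510), which overlaps AT4G38500. They fell from 5.58% ± 0.45 to 0.55% ± 0.08, from 4.94% ± 1.11 to 0.43% ± 0.04 and from 2.71% ± 0.28 to 0.47% ± 0.03, with adjusted p of 4.4e-05, 3.0e-04 and 2.0e-04.

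The choice between splice sites was tested on 8106 junctions in 3724 clusters. In edgeR 478 junctions in 403 clusters passed the threshold, 260 raised and 218 lowered. Of these 294 were unannotated, 202 raised and 92 lowered, and of the 184 annotated ones 58 were raised and 126 lowered. The count was 316 without prmt5 replicate 3. With clusters that share an acceptor only it was 459 of 2982 junctions, and with clusters that share a donor only 67 of 5432. Unannotated junctions in AT5G08650 (chromosome 5, 2808698 to 2808826), TAFII15 (AT4G31720, chromosome 4, 15355515 to 15355683) and CA2 (AT5G14740, chromosome 5, 4760588 to 4760989) rose from 3.07% ± 0.59 to 35.2% ± 3.20, from 3.29% ± 1.20 to 73.5% ± 5.53 and from 0.025% ± 0.029 to 0.573% ± 0.119 of their clusters. Their adjusted p were 5.9e-15, 2.9e-14 and 5.5e-14, and the CA2 junction rested on 2, 5 and 1 counts in WT. The TAFII15 junction lies 218.9 kb from PRMT5. Annotated junctions in VAB2 (chromosome 4, 18014796 to 18014903), ARFA1D (AT1G70490, chromosome 1, 26565161 to 26565690) and AT5G40500 (chromosome 5, 16228022 to 16228120) fell from 36.5% ± 0.99 to 6.40% ± 1.30, from 4.35% ± 0.60 to 0.21% ± 0.18 and from 61.3% ± 2.98 to 7.67% ± 0.88, with adjusted p of 3.5e-14, 8.6e-12 and 2.3e-10.

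Expression and intron usage overlapped. Of 14367 genes in both tests, 7120 had a raised intron, and 44.1% of those changed in expression against 30.6% of the others (odds ratio 1.79, Fisher's exact p 7.5e-63, across genes, which are not independent replicates). Genes were not matched on count or on the number of tested introns, so power may account for this overlap. Of the 3140 genes with a raised intron and changed expression, 2157 were higher and 983 lower in prmt5. A junction changed in 372 genes, and 326 of these also had a changed intron. Of the 14367 genes in the intron test, 7197 had one, again without matching.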

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

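Among the tests in this part, the ones on sequencing depth, on tested junctions near PRMT5 and on the genes not raised 2-fold were chosen after the results were seen. Junctions outside the junction test drew attention because they carried reads in the mutant and none in the control. Of 73006 unannotated junctions outside that test, 8 had at least 5 counts in every prmt5 library and 0 in every WT library. With the groups exchanged there were 12 such junctions, and the other 18 ways to choose 3 of the 6 libraries gave at most 2, so junctions of this kind went with genotype in both directions. The highest total, 34 counts, belonged to a junction outside any gene on chromosome 4 (2736613 to 2736956), near the start coordinate of AT4G05380 at 2737146, a gene that rose in prmt5. Next came junctions in ML1 (AT5G61960, 27 counts) and BCAT3 (AT3G49680, 25 counts); these junctions were singled out after their values were seen.

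Deeper sequencing of the mutant is argued against as the cause, since the prmt5 libraries held 88.2% of the junction counts of the WT libraries. Higher expression of the host gene stays open for 2 of the 8 junctions (25%), which lay in genes raised at least 2-fold. The share was 2.26% for all unannotated junctions outside the test. These 2 genes, AT2G04050 and EDD1, rose by 6.76 and 1.05 on the log2 scale. Higher expression is argued against for the 4 in genes whose log2 change was at most 0.39, and so as the cause of the whole set. For the 2 junctions outside genes it was not examined, and one of these is the junction near AT4G05380. Sequence variants carried along with the mutant allele would gather near PRMT5, but 0% of the junctions lay within 1 Mb of it, where 2.3% of annotated junctions lie, so linked variants are argued against as the source of these 8. Of the junctions in the junction test, PRMT5's own left out, 15 of 217 within 1 Mb changed, 6.91% against 5.85% elsewhere (two-sided Fisher's exact p 0.47). The TAFII15 junction is inside that window, and for it a linked variant stays open. Variants elsewhere in the mutant line, misaligned reads and an effect of the genotype on splicing stay open and were not tested. With 8 junctions and few counts each, no ranking among these is possible.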

How the results depend on the processing

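The settings that include the original intron rows, centre the intron changes, drop the gene offset for exon bins, leave out the 100 most abundant genes, or block by library number, for the 2 shares as well, were chosen after seeing the data. The gene count stayed within 1.5 times the main 7488 under RLE (7437), upper quartile scaling (7509), DESeq2 (7405), limma-voom (7543), no count filter (7393) and a mean of at least 10 counts (7472). Of the DESeq2 genes 7016 were among the main 7488. A 2-fold minimum left 878, by its construction. Upper quartile scaling turned the split by direction to 49.4% higher, against 53.7%. Without 1 library the count ran from 5421 to 7701, of which 5286 to 6606 were among the main genes.

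For introns, the sum of exon bins as offset gave 12094, diffSpliceDGE 10818, DESeq2 8162, the set without overlapping genes 9720, a mean of at least 1 count 12752, a 2-fold minimum 9541 and the original intron rows 12344. A mean of at least 20 counts gave 6544 of 18246 introns tested, the fewer introns being the cause. Without the gene offset 66.4% of 10975 calls were raised, and after centring 77.9% of 8504, against 97.7% of the main calls. Leaving out 1 library gave 9509 to 12166 introns.

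Exon bins were the least stable of the 4 counts. Against 157 in the report, diffSpliceDGE gave 275, and the cause was not tested. Without the gene offset 18053 bins passed, because such a test also counts changes of whole genes, and 141 of the main bins were among them. Without 1 library 41 to 214 bins passed, 41 to 80 for each library except WT replicate 2, with fewer samples. A mean of at least 20 counts gave 144, a 2-fold minimum 113 and the set without overlapping genes 114. Junction calls numbered 620 with the cluster total as offset and 459 for shared acceptors. They numbered 67 for shared donors, and the cause was not tested, and 198 with a mean of at least 20 counts, where 1872 junctions were tested. Without 1 library they ran from 316 to 475, the lowest without prmt5 replicate 3.

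The rise in the intronic share was 1.25 points as a percent of gene counts, a smaller denominator, and 0.831 to 0.971 points under the remaining alternatives with all libraries. The share of unannotated junctions changed direction when numbers of junctions after thinning replaced counts, to -0.944 points, and the cause was not tested; with junctions of at least 5 counts it was 0.033 points, with the genotypes apart. Without 1 library it ran from 0.011 to 0.037 points. PRMT5 was not called under any alternative run, with adjusted p from 0.094 to 0.69. The 3 gene lists kept their counts within 1.5 times, the clock list at 8 to 11, the PRMT family at 4 to 6 and the Sm and LSm genes at 2 to 3. The 5' splice site score and the length of raised introns kept their direction and their side of the threshold in all alternatives run, with score differences from -1.82 to -1.51.

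Of 789 values of 57 named features under alternatives, 758 kept direction and call, 21 lost the call, 10 gained one and 0 reversed. The lost calls belong to PRMT10, PRMT1A, GI and the PRMT5 intron at 15133858 to 15133965, the gained ones to RVE8 and LNK1. A feature that an alternative did not test gave no value.

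The replicate numbers of the titles did not pair the libraries. The deviations of same-numbered libraries from their group means correlated at -0.11, -0.14 and -0.063. With the replicate block 5746 genes, 10953 introns, 37 exon bins and 396 junctions passed; of the lists, the clock genes had 10, the PRMT family genes 5 and the Sm and LSm genes 2 calls, and PRMT5 was at a log2 change of 0.10. PRMT10 was not called with this block (adjusted p 0.084), and RVE8 was (0.038). Libraries in the same order of library number did deviate together, at 0.121, 0.182 and 0.175. This pairing was noticed after the correlations were seen, and it is 1 of 6 possible ones. Blocked by it, 9110 genes, 11798 introns, 346 exon bins and 512 junctions passed, of which 7407, 11371, 157 and 461 were among the calls without a block. Within these pairs the intronic share and the unannotated share of counts were higher in prmt5 in 3 of 3. By the number of junctions after thinning the unannotated share was higher in 0 of 3, at differences of -0.759, -0.720 and -1.35 points (exact sign-flip p 0.25 each, the smallest that 3 pairs allow). The lists had 11, 6 and 2 calls, PRMT5 was again not called, and RVE8 and LNK1 were the named features whose call changed.

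Depth limits what junctions can show, as does the test. Of simulated log2 changes of 3, 55.6% were recovered in junctions under the median count of the changed ones and 83.2% at or above it, and at 1.5 it was 0% and 3.92%. With the cluster total as offset, 9.5% instead of 2% were recovered at 1.5.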

Other observations

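Among the tests in this part, those chosen after results were seen are the comparison of unannotated donors between changed and unchanged junctions, the intronic share without the 100 most abundant genes and the intron test with the median change removed. The real split of the libraries was the only 1 of 10 splits into 3 and 3 that gave as many genes, introns, exon bins or junctions in edgeR. That includes the 3 other splits that part all 3 pairs made by library number, while the remaining 6 part 1 pair. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone.

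The higher intronic share in prmt5 might come from genomic DNA. DNA would add a like read density to every intron, but the rise in intron CPM per kb was 231.3 times larger in the highest than in the lowest quartile of genes by expression (1.39 against 0.0060), which argues against DNA as the source. The 100 genes of highest mean count took 21.4% to 22.5% of gene counts in prmt5 and 23.2% to 25.6% in WT. Without them the intronic share still rose by 0.971 points, more than the pooled SD of 0.182, so a lower share of abundant genes is argued against as well. A difference between library batches was not tested, since the labels name none.

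Raised introns could reflect unspliced precursor RNA of whole genes. Introns were called on 2 libraries per genotype and measured in the libraries left out. The raised intron then exceeded the other introns of its gene by a median log2 of 1.28, 1.20 and 1.21 in the 3 rounds. The other introns of those genes rose by 0.30 to 0.48, close to the 0.22 to 0.38 of introns in genes without a raised intron. Whole-gene precursor is therefore argued against as the cause of the raised introns, while the smaller shift shared by most introns stays open. An overall rise of intron reads might account for part of the direction. With the median change removed the raised introns fell from 11533 to 6621 and the lowered ones grew from 276 to 1883. Removing a positive median moves both counts this way whatever the cause, so they cannot show such a part. An overall rise is argued against as the whole of the direction, since 77.9% of changed introns were still raised.

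A candidate explanation is weaker use of 5' splice sites that depart from the consensus before the exon end. A G was the last exon base of 65.0% of raised and 85.0% of other tested introns, a difference of -20.1 percentage points, the largest of the 9 positions. The differences were -13.2 points at position -2, -12.9 at position 3 and -7.26 at position 5. Among lowered introns the G share was 82.6%. The values are consistent with a part for the last exon bases in which introns are retained in prmt5; as a property of introns, this does not separate direct from indirect effects of the mutation.

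Unannotated junctions with one annotated end gave a mixed picture. It was asked whether those raised in prmt5 use an unannotated donor more often than those lowered. They did not: 76.2% of 172 raised and 81.0% of 84 lowered junctions had one, a difference of -4.79 points (Fisher's exact p 0.43), so raised and lowered junctions cannot be told apart by this share with so few calls. Changed junctions as a whole had an unannotated donor in 77.7% of 256 cases, against 28.8% of 2072 not changed, a difference of 48.9 points (Fisher's exact p 5.9e-52) that ranged from 37.3 to 57.2 points over quartiles of mean count. Changes of junction use may thus lie more at donor than at acceptor sites. Whether the test finds changes at either end with like power was not tested, and stays open.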
